A study of Mus musculus with 8 samples.

How the data were processed

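RNA was measured by sequencing in 8 libraries of mouse epiblast, the tissue of the early post-implantation embryo that forms the body, at embryonic day 5.5. Per the labels, the embryos carried Sox2Cre, which drives recombination in the epiblast, and a construct through which ERK, a kinase of the MAPK pathway, is induced by 4-hydroxytamoxifen (4OHT). Embryos were cultured for 4 h with 250 nM 4OHT or with ethanol vehicle, and the extraembryonic layers were then dissected away. The titles of the vehicle libraries read 0 h, although the labels also give them 4 h in vehicle. They were treated here as 4 h controls. If they were taken without culture, each comparison of 4OHT with vehicle also holds 4 h of culture. Each library was made from a pool of 10 epiblasts and 7 ng of RNA with a low-input cDNA kit, per the labels' protocols. The labels name 2 clones of the line, clone 4 and clone 8, and 2 replicates of each clone and condition.

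The authors deposited 1 table of raw read counts per Ensembl gene, with 1 column per library and no normalization, as the file's whole-number values and differing column totals show. The aligner, the counting program, the genome build, the annotation release and the use of strand are not stated in the labels or the file. Genes that overlap, that lie antisense to another gene or that have near-identical copies are therefore uncertain, and no coordinates are printed. The table held 52636 gene identifiers. Symbols were taken from a table of gene names, in which 52403 identifiers matched and 233 did not; the unmatched ones held at most 0.0325% of the counts of any library. Exonic length and GC content came from the GENCODE annotation of mouse and were used only for checks of bias, for which 18293 of the 18321 tested genes had both values.

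Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the counts as deposited. Genes were kept by filterByExpr over the 4 groups of clone and condition, with its minimum count of 10, which left 18321 genes. Library sizes were scaled by TMM, dispersions were estimated with estimateDisp, and glmQLFit and glmQLFTest gave quasi-likelihood tests. The legacy option of glmQLFit was left at its default in this version; counts of calls had been seen with the option on and off before that setting was kept. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. A standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. CPM values are counts per 1 M of the TMM-scaled library size, where M stands for mega, and log2 CPM used a prior count of 2.

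The comparison of 4OHT with vehicle, and that of clone 8 with clone 4, came from 1 fit of all 8 libraries with clone and treatment as additive terms. The response within each clone, and the difference of the responses between clones (the interaction), came from a fit of the 4 groups, which share 1 estimate of the spread. The clones had separate vehicle libraries, so their responses share no controls. The 8 gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 8 lists; fry and camera with an estimated correlation were the alternatives. The lists are ERK targets and feedback, formative and primed pluripotency, naive pluripotency, primitive streak, visceral endoderm, extraembryonic ectoderm, sterol biosynthesis and p53 targets. No gene was on more than 1 of them.

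The sample groups, the tests, the lists and most alternatives were fixed before the data were examined. So was the rule for naming genes. For 4OHT against vehicle it asked for an adjusted p under 0.05, a mean log2 CPM above the median of tested genes (2.94), and both 4OHT libraries on the same side of both vehicle libraries in each clone; of these, the 6 largest changes each way were to be named. For the clones it asked for the same with the roles exchanged and for 3 each way, and for the interaction for the 3 lowest p-values. Members of the lists, Xist and the Y-linked genes could be named in any case; 1 further gene of that rule is not used here.

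The alternatives were RLE size factors, library totals, no expression filter, at least 10 counts in every library, DESeq2 1.42.0, stricter thresholds, fits without a clone or treatment term, fits with the replicate number as a block, fits of 1 clone alone, and leaving out each library in turn. Adjusted p-values that DESeq2 gave as missing stayed missing, for 5328 genes in the comparison of 4OHT with vehicle. Chosen after the data were seen were the mean of the within-clone contrasts in the fit of the 4 groups, counts thinned at random to the smallest library total, removal of each library's trend with length and GC content by splines, and the legacy and robust options of glmQLFit.

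The procedure was tested on simulated counts for the 18321 genes, in which 200 genes were changed by 1 or 2 on the log2 scale. The additive fit recovered 158 of the 200 with 9 false calls at the dispersion of the fit of the 4 groups, and 147 with 11 false calls at its own dispersion. The contrast within clone 8 recovered 132, and the interaction 90. With a simulated length trend, the uncorrected fit made 2006 false calls and the corrected fit made 14. DESeq2 recovered 180 with 31 false calls. Camera and fry each called the 1 list that had been raised and 0 of the others. The simulated genes varied independently of each other, so false list calls from genes that vary together were not tested.

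Totals ran from 33.3 M to 72.5 M counts per library. Intervals on shares of counts are 95% Wilson intervals; the reads carry no molecular identifiers that could be used here, so the intervals cover counting error alone. No column of the table was left out. Figures were drawn with matplotlib 3.10.9.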

Results

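The libraries measured gene expression in the epiblast with and without 4 h of 4OHT, which induces ERK through a transgene, to find the genes that change. The 8 libraries fell into 4 groups of 2: vehicle and 4OHT, each in clone 4 and clone 8. Sequencing depth differed between the conditions. The vehicle libraries held 33.3 M to 38.0 M counts (M, mega), with a mean of 35.9 ± 2.32 M (SD, n = 4), and the 4OHT libraries held 56.4 M to 72.5 M, with a mean of 61.1 ± 7.65 M (SD, n = 4), so that the ranges did not overlap. The libraries detected between 23138 and 23832 genes with at least 1 count. The replicates of each group differed by far more than sampling noise, with a chi-square per degree of freedom of 23.8 to 72.1, and none was treated as a repeat of another. Across tested genes, which are not independent of each other, the Pearson correlation of log2 CPM was 0.955 to 0.981 between replicates and 0.946 to 0.980 between libraries of different groups. The least similar replicates were those of 4OHT-treated clone 8.

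Shares of counts also varied between libraries. Mitochondrial genes took 1.35% of counts (95% Wilson interval 1.351 to 1.357%) and 1.19% (1.184 to 1.190%) in the 2 4OHT libraries of clone 8. In the other 6 libraries they took 0.205% (0.204 to 0.206%) to 0.619% (0.616 to 0.621%). Ribosomal protein genes took 7.04% (7.03 to 7.05%) to 10.55% (10.54 to 10.56%) in the vehicle libraries and 5.39% (5.386 to 5.396%) to 6.42% (6.416 to 6.428%) in the 4OHT libraries.

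The 4OHT libraries were compared with the vehicle libraries in both clones together. At an adjusted p under 0.05 in edgeR's quasi-likelihood test with clone as a term, 1 of 18321 genes was higher after 4OHT and 0 were lower. At an unadjusted p under 0.05 there were 3088 genes, 1613 higher and 1475 lower, where 916 would arise by chance. The higher count moved most without the expression filter, which gave 807 genes higher and 530 lower. Of the alternatives set beforehand, DESeq2 moved the lower count most, with 469 higher and 555 lower. The mean of the 2 within-clone responses in the fit of the 4 groups, which was chosen after the data were seen, gave 449 higher and 614 lower. With RLE size factors that mean gave 415 higher and 635 lower. The biological coefficient of variation was 0.321 in the fit with an additive clone term and 0.266 in the fit of the 4 groups.

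The gene called was Esr1 (ENSMUSG00000019768), the gene of estrogen receptor alpha. It is named because it was the single call and was chosen after its values were seen; its mean log2 CPM of 1.77 was below the limit of the naming rule, and 0 genes met the whole rule. Esr1 stood at 0.395 ± 0.256 CPM (SD, n = 4) in vehicle and 6.22 ± 0.366 CPM (SD, n = 4) in 4OHT libraries. The counts behind these values were 7 to 24 in the vehicle libraries and 342 to 438 in the 4OHT libraries. The log2 fold change was 3.99 (SE 0.42) with an adjusted p of 0.0470. It was higher in 4 of 4 4OHT libraries than in every vehicle library. The call was lost in 7 of the 8 fits that each left out 1 library, where the log2 fold change ran from 3.73 to 4.47; it stayed without vehicle clone 8 replicate 2, at 4.47.

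Egr1 (ENSMUSG00000038418), an immediate early gene of the ERK list, stood at 8.05 and 18.2 CPM in the vehicle libraries of clone 4 and 5.77 and 6.12 CPM in those of clone 8. After 4OHT it stood at 55.4 and 75.9 CPM in clone 4, and at 74.7 and 379 CPM in clone 8. The log2 fold change was 3.76 (SE 0.73) with an adjusted p of 0.115. Without 4OHT clone 8 replicate 2 it was 2.87, with an adjusted p of 0.0934. Egr1 passed the threshold by DESeq2 (adjusted p 0.000578), without the expression filter (1.03e-101) and in the mean of the within-clone responses (0.0186). Within clone 8 it was 5.25 (SE 0.73, adjusted p 0.00834), and within clone 4 it was 2.32 (SE 0.64, adjusted p 0.234). The difference between the clones did not pass the threshold (adjusted p 0.108). Dusp4, a phosphatase of the same list, rose from 43.9 ± 7.63 to 80.3 ± 20.8 CPM (SD, n = 4 each), a log2 fold change of 0.86 (SE 0.18, adjusted p 0.119).

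**Figure D1:**
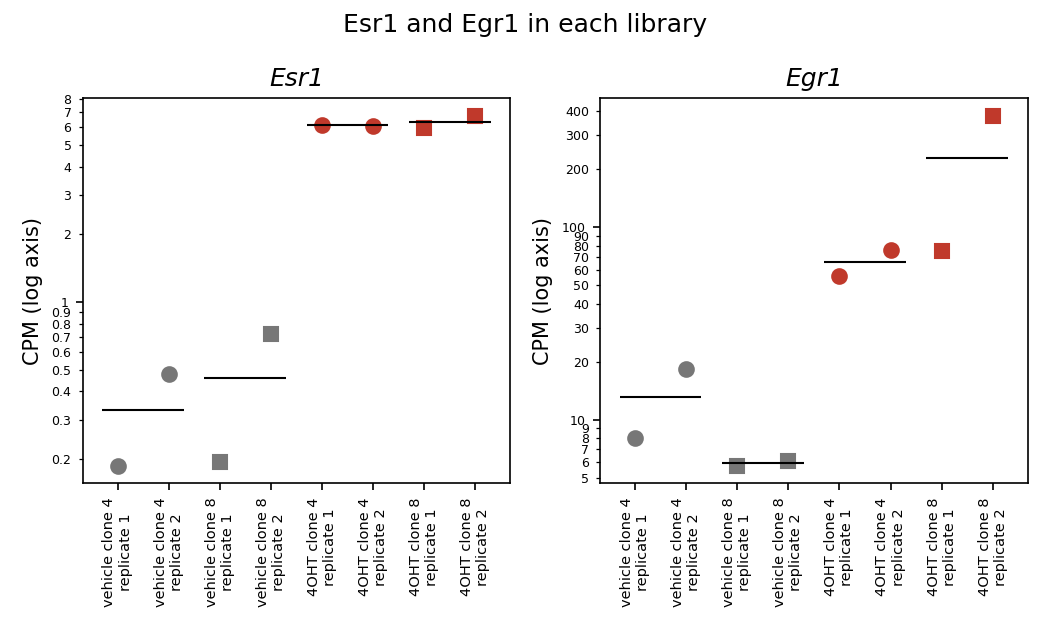
CPM of Esr1 and Egr1 in each of the 8 libraries, on log axes; grey marks vehicle, red marks 4OHT, circles mark clone 4, squares mark clone 8, and black lines mark the mean of the 2 replicates of a group. For each gene all 4 4OHT libraries lie above all 4 vehicle libraries, and Egr1 reaches 379 CPM in 4OHT clone 8 replicate 2.

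The gene lists asked whether ERK targets, pluripotency states, lineages of the epiblast, tissues removed by dissection, or sterol and p53 responses moved together after 4OHT. By camera, 5 of the 8 lists differed from the other genes at an adjusted p under 0.05. The ERK list had a median log2 fold change of 0.44, with 26 of 31 genes higher (camera adjusted p 5.09e-05). No gene of that list was called over all genes tested, and 9 were called when adjusted over the list alone. In the mean of the within-clone responses in the fit of the 4 groups, 7 of its genes were called over all genes tested. Ccnd1, at a log2 fold change of -0.55, was lower and was among both the 9 and the 7. The other calls in both counts were higher. The naive pluripotency list had a median of 0.55 with 9 of 12 tested genes higher (adjusted p 0.00157). The formative and primed list had a median of -0.15 with 12 of 15 genes lower (adjusted p 0.00138). The extraembryonic ectoderm list had a median of 0.67 with 13 of 15 genes higher (adjusted p 5.09e-05), and the sterol list had a median of 0.25 with 19 of 20 genes higher (adjusted p 0.000822). Adjusted over the list alone, 4 naive, 4 formative and primed, 6 extraembryonic ectoderm and 0 sterol genes were called, against 0 in each list over all genes tested. The visceral endoderm list had a median of 0.41 (camera adjusted p 0.0571), the primitive streak list 0.37 (0.751) and the p53 list 0.16 (0.522). Adjusted over the list alone, 1 primitive streak gene and 0 genes of the other lists were called.

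Under fry, which estimates the correlation between genes, the calls that held were the naive and the formative and primed lists. Both had an adjusted p of 0.0385 by fry, and the ERK list had 0.120. Esrrb of the naive list stood at 74.2 and 63.7 CPM in vehicle clone 4 and 18.2 and 20.8 CPM in vehicle clone 8. After 4OHT it stood at 77.9 to 80.9 CPM. The extraembryonic ectoderm list was likewise low in vehicle clone 8. Tbx3 rose in clone 4 alone, and Tfcp2l1 was higher in both clones. Whether tissue left from dissection moved these lists was not tested. With the correlation estimated in camera, 0 of the 8 lists passed. In 12 of the 35 ways of splitting the 8 libraries into 4 and 4, camera called at least 5 lists. The mean log2 CPM of the ERK list was 4.03 to 4.49 in the vehicle libraries and 4.69 to 5.36 in the 4OHT libraries. Several list medians rested on single libraries. That of the ERK list was 0.29 without vehicle clone 8 replicate 1. That of the formative and primed list was -0.08 without 4OHT clone 8 replicate 2. That of the extraembryonic ectoderm list was 0.30 without vehicle clone 8 replicate 1. That of the visceral endoderm list was -0.17 without vehicle clone 4 replicate 2 and 1.07 without 4OHT clone 8 replicate 1. Camera called the visceral endoderm list in each fit that left out 1 of the 4 libraries of clone 8, with adjusted p-values of 3.48e-09 to 0.0446. It also called that list without the expression filter (0.0075), without a clone term (0.0228) and in thinned counts (0.0476). The same held after the length and GC correction (0.0214) and in the mean of the within-clone responses (0.00446). Each of these settings gave 6 lists. The list was not called with RLE size factors, library totals, at least 10 counts in every library or the replicate block. The primitive streak median was -0.14 and the p53 median -0.048 without 4OHT clone 8 replicate 2; without vehicle clone 8 replicate 1 the p53 median was -0.041.

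The response was then measured within each clone. In clone 4, 7 genes were higher after 4OHT and 0 were lower, with 1814 genes at an unadjusted p under 0.05. In clone 8, 1465 genes were higher and 1576 were lower, of which 616 and 444 changed by at least 1 on the log2 scale. The counts moved most in clone 4 without the expression filter, at 728 genes, and in clone 8 in a fit of its 4 libraries alone. That fit called 0 genes and had 4886 at an unadjusted p under 0.05. The same fit for clone 4 called 220 genes and had 2575 at that p. The shared estimate of the spread covers unequal groups. Replicates of 4OHT-treated clone 8 had a chi-square per degree of freedom of 72.1, against 23.8 to 45.9 in the other groups. The numbers of calls, 7 and 3041, therefore do not by themselves show a stronger response in clone 8. The 7 genes of clone 4 were 2210011C24Rik, Cldn2, Fgfr3, Slc13a4, Tbx3, Slc7a9 and Klb, named after their values were seen. In clone 8, 0 of these 7 were called in the same direction, and 1, Fgfr3, had the same sign. There 2210011C24Rik, Cldn2, Slc13a4, Slc7a9 and Klb were called lower, with quasi-likelihood adjusted p-values of 0.0101 to 0.0301. Tbx3 was lower without a call (adjusted p 0.387). Across the 18321 tested genes, which are not independent replicates, the log2 fold changes of the clones had a Pearson correlation of -0.073 and a Spearman correlation of -0.001, and 51.9% had the same sign. Over the 9160 genes above the median log2 CPM the Pearson correlation was 0.043 and the Spearman correlation 0.142, and 55.7% had the same sign. Among the 3041 genes called in clone 8 these were -0.031, 0.104 and 59.1%.

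Because a call in one clone and not in the other does not show a difference, the difference itself was tested. At an adjusted p under 0.05, 519 genes responded differently in the clones: for 198 the response was higher in clone 8, and for 321 it was lower. At an unadjusted p under 0.05 there were 4165 genes. With library totals as the scaling, 52.1% of the calls were higher in clone 8, against 38.2% with TMM. Of the count's alternatives, removal of the expression filter moved it most, to 2114 genes, and an adjusted p under 0.01 left 0.

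The 3 genes with the lowest p-values each had an adjusted p of 0.0122 in edgeR's quasi-likelihood test. Slc13a4 (ENSMUSG00000029843), which encodes a sulfate transporter, rose in clone 4 from 8.01 ± 1.27 to 41.6 ± 2.57 CPM (SD, n = 2 each) and fell in clone 8 from 17.5 ± 0.942 to 6.23 ± 2.32 CPM (SD, n = 2 each). Its log2 difference between the clones was -3.87 (SE 0.37). Bmp8b (ENSMUSG00000002384), a member of the extraembryonic ectoderm list, went from 59.1 ± 0.399 to 36.5 ± 4.13 CPM in clone 4 and from 13.7 ± 3.19 to 56.7 ± 6.50 CPM in clone 8 (SD, n = 2 each). Its log2 difference was 2.75 (SE 0.27); it has a close paralog, with which reads could be shared. Slc7a9 (ENSMUSG00000030492), which encodes an amino acid transporter, rose in clone 4 from 5.05 ± 0.0620 to 18.7 ± 2.16 CPM and fell in clone 8 from 9.93 ± 1.17 to 3.76 ± 0.695 CPM (SD, n = 2 each). Its log2 difference was -3.29 (SE 0.33).

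**Figure D2:**
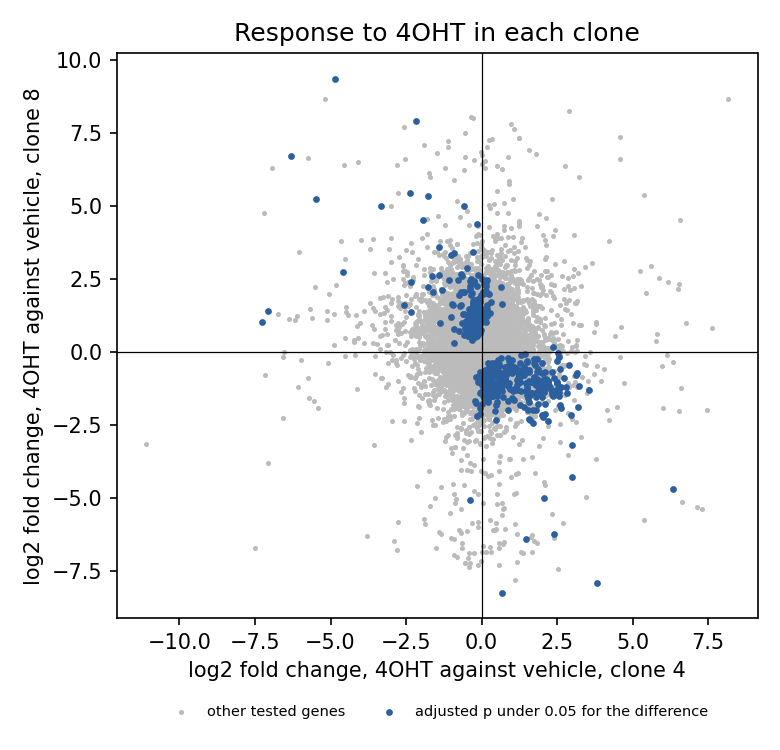
Log2 fold change of 4OHT against vehicle in clone 4 (horizontal axis) and clone 8 (vertical axis) for the 18321 tested genes, with 1 point per gene; blue marks the 519 genes with an adjusted p under 0.05 for the difference between clones and grey the others. The points show no common diagonal (Pearson correlation -0.073).

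Of the 8 lists, 4 differed in response between the clones by camera. The visceral endoderm list had a median log2 difference of -2.75, with 18 of 18 genes lower in clone 8's response (camera adjusted p 1.32e-26). Its median change was 1.79 in clone 4 and -0.98 in clone 8. The extraembryonic ectoderm list had a median difference of 1.25, with 13 of 15 genes higher (adjusted p 9.08e-11), from 0.10 in clone 4 and 1.62 in clone 8. The ERK list had a median difference of 0.65 with 24 of 31 genes higher (adjusted p 0.00109), from 0.09 in clone 4 and 0.69 in clone 8. The p53 list had a median difference of 0.49 with 10 of 11 genes higher (adjusted p 0.000861). Under fry the adjusted p was 0.0517 for the visceral endoderm, extraembryonic ectoderm and p53 lists and 0.160 for the ERK list, and with the correlation estimated 0 of the 8 lists passed. Within clone 8, fry called the ERK, naive and p53 lists, each at an adjusted p of 0.0335, and the extraembryonic ectoderm and the formative and primed lists at 0.0264. Within clone 4 it called 0 lists. Camera called the visceral endoderm (adjusted p 5.18e-38), naive (0.00085) and sterol (0.0016) lists within clone 4, all higher. Within clone 8 camera called the lists that fry called there and also the visceral endoderm list, which was lower (adjusted p 1.52e-05). For the difference, the other 4 lists had camera adjusted p-values of 0.307 to 0.841. Adjusted over the list alone, 18 visceral endoderm, 11 extraembryonic ectoderm, 4 ERK and 3 p53 genes were called, against 10, 6, 3 and 2 over all genes tested. Of the lists that camera did not call, the naive list had 4 and 2 such genes. The formative and primed list had 1 and 0, and the primitive streak and sterol lists had 0 by either adjustment.

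**Figure D3:**
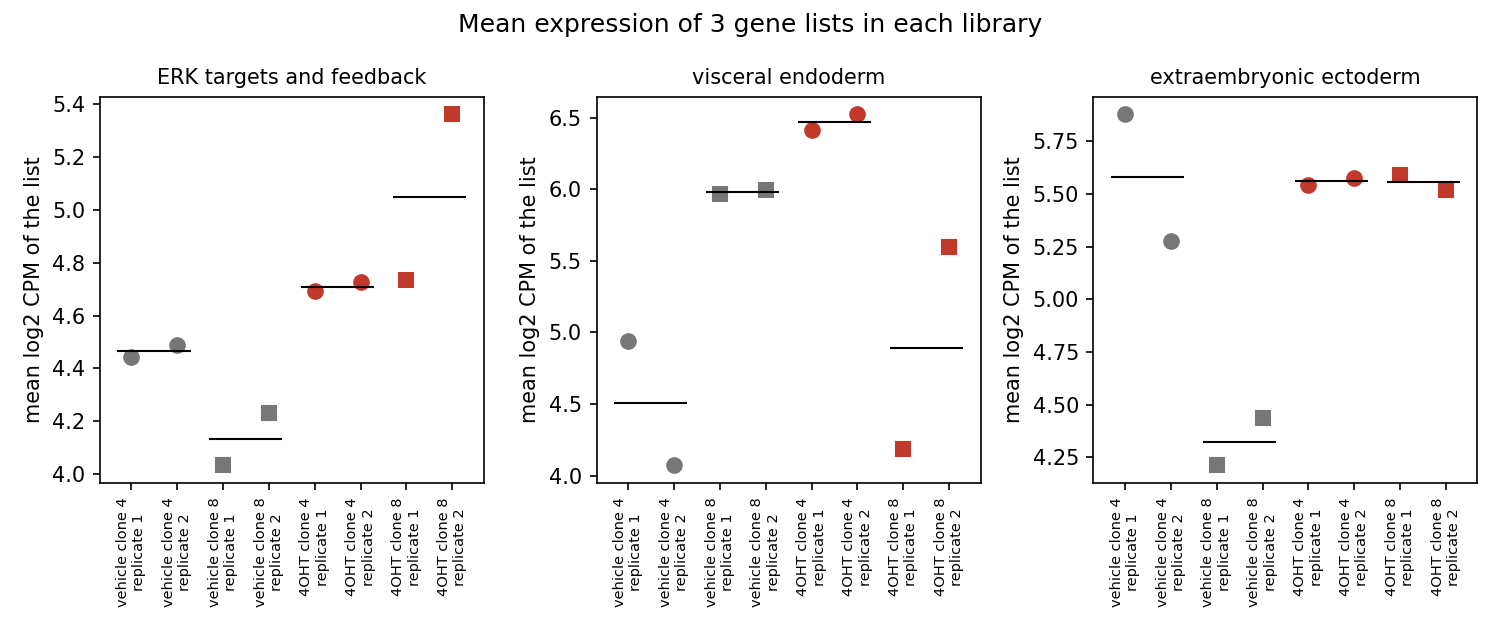
Mean log2 CPM of the ERK, visceral endoderm and extraembryonic ectoderm lists in each of the 8 libraries; grey marks vehicle, red marks 4OHT, circles mark clone 4, squares mark clone 8, and black lines mark the mean of the 2 replicates of a group. The ERK list runs from 4.03 to 4.49 in vehicle and from 4.69 to 5.36 in 4OHT libraries, while the visceral endoderm list differs by 1.41 between the replicates of 4OHT-treated clone 8.

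The 2 clones were compared with treatment as a term. No gene passed an adjusted p under 0.05, where the lowest was 0.0647, and 2921 genes had an unadjusted p under 0.05. The count was 938 without the expression filter and 652 by DESeq2, and it was 5 without vehicle clone 4 replicate 2. The sterol list was lower in clone 8 by a median of 0.72 on the log2 scale (median -0.72), with 20 of 20 genes lower (camera adjusted p 2.49e-21, fry adjusted p 0.0530). The extraembryonic ectoderm list was also lower, with a median of -0.66 and 15 of 15 genes lower (camera adjusted p 3.93e-06, fry adjusted p 0.208). Its mean log2 CPM differed only in the vehicle libraries, at 5.28 and 5.88 in clone 4 and 4.21 and 4.44 in clone 8, while the 4OHT libraries stood at 5.54 and 5.58 in clone 4 and 5.52 and 5.59 in clone 8. The naive and p53 lists were lower in clone 8 by camera, both at an adjusted p of 0.0469, with medians of -0.22 and -0.30. Compared within condition in the fit of the 4 groups, which was chosen after the data were seen, the clones differed in 1534 genes in the vehicle libraries and in 37 genes in the 4OHT libraries. The mean clone difference over both conditions in that fit called 21 genes.

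The Y-linked genes and Xist, the transcript that coats the inactive X chromosome, were read in each library as a record of the embryos' sex. The sum of Ddx3y, Eif2s3y, Kdm5d and Uty was 51.6 to 133 CPM in 7 libraries and 3.64 CPM in 4OHT clone 4 replicate 2. Xist stood at 21.7 CPM in that library and at 8.52 to 62.0 CPM in the other 7.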

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

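The tests of tissue amounts, of the share of epiblast cells and of Esr1 and the Y-linked genes were chosen only after the values were seen; the other tests in this part and the next were set before their results were seen. In the 4 libraries of each condition, 46 values were examined for a library far from the others, and 3 passed Dixon's limit, where chance would give 2.3.

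The total of 4OHT clone 4 replicate 2, 72.5 M counts (M, mega), lay far from the other 4OHT libraries. No biological explanation was tested for a library total. Thinning all libraries to the smallest total left 549 genes with a difference between the clones, against 519.

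Egr1 stood at 379 CPM and the ERK list at a mean log2 CPM of 5.36 in 4OHT clone 8 replicate 2, far from the other 3 4OHT libraries. Its total of 57.4 M counts lies within the range of the others. Nab1 and Nab2, named after their values were seen, stood at 61.4 and 110 CPM there against 6.92 to 10.4 and 9.08 to 21.4 CPM in the other 4OHT libraries. A candidate explanation is handling stress in that library. A list of 8 stress genes was higher there by 0.57 on the log2 scale than the mean of the other 4OHT libraries, where 95% of 10000 random lists of matched expression lay between -0.45 and 0.41. The rise came mostly from Hspa1a and Hspa1b, which share near-identical sequence and stood at 1.99 and 1.37 CPM. The abundant Hsph1 and Dnajb1 were lower there, by -0.22 and -0.11. No gene of the stress list is on the ERK list, but Btg2, Zfp36 and Gadd45b respond to many stimuli. A stronger ERK response in that pool of embryos stays open and was not tested.

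The response to 4OHT differed between the clones in 519 genes. Among 183 contrasts from 61 ways of pairing the 8 libraries, the real pairing included, 2 gave as many calls: the interaction itself and the mean 4OHT effect of the same pairing. The highest count in another pairing was 293. Other pairings split true replicates and so put differences between groups into the residual spread. A high count in the real pairing may thus reflect any likeness of replicates, and not a response to 4OHT in particular. Depth argues little here, since 549 genes were called in thinned counts and 485 of these were among the 519. Removing each library's trend with length and GC content left 299 of the 519 genes called, among 322 in all, so such a trend is not the whole cause. For the 220 genes no longer called, the median size of the difference was 88.0% of that before the correction, so the trend does not account for most of their difference either. The 2 replicates of a group may have been collected together, and the labels give no dates, so a batch that follows the groups was not tested. A difference between the clones as such stays open and untested, as does tissue carried over from dissection, below.

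Slc13a4, Bmp8b and Slc7a9 had log2 differences between the clones of -3.87, 2.75 and -3.29. Across the alternatives, DESeq2 and thinned counts included, these ran from -3.92 to -3.76, 2.70 to 2.85, and -3.35 to -3.10. Their adjusted p ran up to 0.0346. In Slc13a4 and Slc7a9 the direction of the visceral endoderm list is seen, and Bmp8b is itself a member of the extraembryonic ectoderm list.

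The visceral endoderm list differed between the clones by a median of -2.75. The median was -2.62 after the length and GC correction, which argues against a trend with length and GC content as the cause. It was -2.75 in thinned counts, but thinning keeps each gene's expected share of counts. A bias tied to how the deeper libraries were made could therefore not be tested in this way. A candidate explanation is that the dissected epiblasts carried varying amounts of visceral endoderm. The list then moves as a block between replicates, and its mean differed by 1.41 between the replicates of 4OHT-treated clone 8 and by -0.87 between those of vehicle-treated clone 4. For random lists of matched expression, 95% lay between -0.21 and 0.23 and between -0.18 and 0.12. The permutation p of each was 0.0001, the smallest that 10000 random lists can give, and the adjusted p over 8 such tests was 0.000267. In the other 2 groups the list differed by 0.03 and 0.11, within the random range. The most abundant genes of the list followed it: Apoe stood at 423 and 914 CPM and Apoa1 at 99.9 and 262 CPM in those replicates of clone 8. A lower share of epiblast cells overall would raise both tissue lists alike. Within clone 8 the visceral endoderm median minus the extraembryonic ectoderm median was -2.60 (95% bootstrap interval over genes -3.14 to -1.24), which argues against it. A fit with the tissue lists' scores as covariates was tried and dropped, because scores of random lists changed the calls as much. A response of the visceral endoderm genes that differs between the clones stays open.

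The extraembryonic ectoderm list differed by a median of 1.25. It was 1.44 after the length and GC correction, which argues against a trend with length and GC content as the cause. The median was 1.19 in thinned counts, which cannot decide on depth, since thinning keeps each gene's expected share. Its mean differed by -0.60 between the replicates of vehicle-treated clone 4 (random lists -0.19 to 0.13, adjusted permutation p 0.000267, the smallest possible), so varying amounts of extraembryonic ectoderm may contribute. Between the replicates of vehicle-treated clone 8 it differed by 0.23, outside the random range of -0.14 to 0.21 (permutation p 0.0295, adjusted p 0.059). In the 2 4OHT groups it differed by 0.04 and -0.07, within the random range. The list was low in both vehicle libraries of clone 8, at mean log2 CPM 4.21 and 4.44 against 5.28 to 5.88 elsewhere, so its difference rests on those 2 libraries. A biological difference between the clones was not tested.

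The ERK list differed by a median of 0.65 and the p53 list by 0.49. After the length and GC correction these were 0.77 and 0.62, so such a trend does not explain them. In thinned counts they were 0.62 and 0.47, which cannot decide on depth, since thinning keeps each gene's expected share. The ERK value includes the high library of clone 8. With 2 libraries per group, no fit without that library was made for the interaction. The mean log2 CPM of the ERK list was 5.36 in that library and 4.74 in the other 4OHT library of clone 8. The 4OHT libraries of clone 4 stood at 4.69 and 4.73. The vehicle libraries stood at 4.03 and 4.23 in clone 8 and at 4.44 and 4.49 in clone 4. In these means the difference rests partly on the high library and partly on the lower vehicle values of clone 8. Of the ERK list, Fos, Fosl1 and Plaur were called for the difference over all genes tested. Plaur stood at 51.3 and 43.5 CPM in vehicle clone 4 and at 16.1 and 16.9 CPM in vehicle clone 8. After 4OHT it stood at 35.8 to 50.4 CPM. Fosl1, the called p53 gene Perp and the extraembryonic ectoderm list were likewise lowest in vehicle clone 8. Varying amounts of tissue may therefore contribute to both differences, which was not tested. A difference in ERK or p53 response between the clones stays open.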

How the results depend on the processing

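No test in this part was chosen only after its result was seen, and the settings added after the data were seen are named as such. RLE size factors and library totals left the number of calls within 1.5 times for every comparison tested. Library totals moved the median log2 fold change of all genes within clone 8 from 0.07 to 0.19, and with it the share of higher calls there from 48.2% to 66.2%. For the interaction that share went from 38.2% to 52.1%, and for the mean of both clones from 42.2% to 63.1%.

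Without an expression filter the calls were 807 higher and 530 lower for 4OHT, 728 within clone 4, 938 between clones and 2114 for the interaction. The prior degrees of freedom became infinite in that fit, against 4.85 with the filter, so the spread of single genes no longer entered the test. With at least 10 counts in every library the calls were 0 higher for 4OHT, 78 within clone 4 and 2 between clones. That filter removes Esr1, which had 7 counts in 2 vehicle libraries, so the loss of the 1 call follows from the filter. DESeq2 called 469 higher and 555 lower for 4OHT, 466 within clone 4, 652 between clones and 1806 for the interaction; on simulated counts it made 31 false calls against 9. At an adjusted p of 0.01 there were 0 higher for 4OHT, 0 within clone 4, 0 for the interaction and 272 within clone 8. At an adjusted p of 0.05 with a change of at least 1 on the log2 scale, 1060 of the 3041 genes within clone 8 remained. The cause of the other shifts was not tested.

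Fits of 1 clone alone, with 2 residual degrees of freedom, called 220 genes in clone 4 and 0 in clone 8, which had 2575 and 4886 genes at an unadjusted p under 0.05. Without a treatment term 2 genes differed between clones.

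With the replicate number as a block, the calls were 0 higher and 0 lower for 4OHT, 0 within clone 4, 2897 within clone 8, 1 between clones and 451 for the interaction. Same-numbered libraries did not deviate together: the correlation of their deviations was 0.095 in clone 4 and -0.010 in clone 8. Whether they shared a litter, a day or a preparation stays unknown, as the labels give no dates.

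Of the settings chosen after the data were seen, the mean of the within-clone contrasts in the fit of the 4 groups gave 449 higher and 614 lower. This fit lets the clones respond differently, so that their difference leaves the residual spread. Over 61 pairings of the libraries with the real one among them, 1 of 183 contrasts, the real one, reached its count of 1063. The other pairings split true replicates, which raises their residual spread, so this does not single out an effect of 4OHT. Thinned counts gave 14 genes within clone 4 and 3 between clones. Removing the length and GC trend gave 1 lower for 4OHT, 322 for the interaction and 1901 within clone 8, of which 1609 were among the 3041; with the replicate block it gave 0 higher. The legacy option of glmQLFit switched off gave 16 genes within clone 4 and 4 between clones. The robust option moved no count by more than 1.5 times.

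Leaving out each library in turn gave 0 to 1 genes higher for 4OHT and 0 to 5 between clones, the 5 without vehicle clone 4 replicate 2. The ERK median of 0.44 did not pass under fry (adjusted p 0.120) or with the correlation estimated (0.272), where 2 and 0 lists were called. In the fit of the 4 groups, chosen after the data were seen, it passed under fry (adjusted p 0.0479), as did the extraembryonic ectoderm, naive and formative and primed lists (0.0299 each), and 0 lists passed with the correlation estimated. It ran from 0.29 to 0.52 over the leave-one-out fits. The visceral endoderm median ran from -0.17 to 1.07, the primitive streak median from -0.14 to 0.50 and the p53 median from -0.048 to 0.26, and each reversed sign in at least 1 such fit. Over all settings, and not these fits alone, 15 values of single genes and of lists other than the ERK list became weaker and 20 stronger. The ERK list became weaker in 2 settings, fry and camera with the correlation estimated. In the leave-one-out fits the weaker values were all of Esr1 and the stronger ones all of the visceral endoderm list. No fit left out a library within a clone or for the interaction, as that leaves 1 library in a group.

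In the 35 splits of the 8 libraries into 4 and 4, 4 gave at least 1 call, the real one included, so a count of 1 call is not set apart from other groupings. This concerns the count and not Esr1 itself, which had an adjusted p of 2.15e-21 by DESeq2 and 0.0106 in the fit of the 4 groups, and 0.152 with the replicate block. The 3088 genes at an unadjusted p under 0.05 were reached by 1 split, the real one, with 2427 in the next. For the clones' 2921 genes this was 1 of 35, with 2572 in the next. At least 5 lists were called by camera in 12 of the 35 splits, and a median of the ERK list as large as 0.44 in 1. Depth differs between the conditions in the same direction in every library, so a bias that thinning does not remove would not be seen.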

Other observations

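The tests of Esr1 and the Y-linked genes were chosen only after the values were seen, and the count over the 18 groupings was added after the share of 16.0% was known. Esr1 rose after 4OHT by at least 8.19 times from the highest vehicle to the lowest 4OHT library, which argues against reads from a construct expressed equally in both conditions. A candidate explanation is a construct containing estrogen receptor sequence that was expressed in the 4OHT libraries and not, or less, in the vehicle libraries, although the labels give all 8 the same genotype. A test of it is not used here. An effect of 4OHT on the endogenous gene, or on the construct's transcript, stays open, and no library had 4OHT without the construct.

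In 16.0% of the tested genes both 4OHT libraries lay on the same side of both vehicle libraries in each clone, in the same direction in the clones. A single gene would do so by chance with a probability of 5.56%, but genes vary together, so the share was also counted in the 18 groupings of 2 and 2 libraries within each clone. In 1 of the 18, the real one, it was as large, and so few groupings cannot set it apart from chance. The next share was 13.1%, for vehicle against 4OHT in opposite directions in the clones, so a large part of the 16.0% is not particular to a response that the clones share. After the length and GC trend was removed the share was 14.8%, which argues against such a trend as the whole cause. This sits beside 1 call in the additive fit. A count of 1063, reached by 1 of 183 contrasts though other pairings split replicates, came from the fit of the 4 groups. After the length and GC correction that fit called 359 genes, 152 higher and 207 lower, of which 340 were among the 1063, so most of these calls depend on the correction.

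Short genes were lower after 4OHT in clone 8. Over 9066 genes above a log2 CPM of 3, the Spearman correlation of the log2 fold change with exonic length was 0.415 in clone 8 and 0.109 in clone 4. In clone 8 it was 0.415 in thinned counts, which cannot decide on depth, since thinning keeps each gene's expected share. The 82 ribosomal protein genes had a median of -0.79, but 3076 other genes of the same length had a median of -0.24 (95% bootstrap interval -0.26 to -0.22), against 0.17 for the 5908 genes of other lengths, so the fall is not confined to ribosomal protein genes. A length bias that varies between libraries whatever the treatment may contribute: the replicates of vehicle-treated clone 8 differed with a correlation of 0.223, and those of the other 3 groups with -0.027 to 0.078. No biological explanation of the length trend was tested.

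The sterol list was lower in clone 8 in 20 of 20 genes, with a median of -0.72. After the length and GC correction the median was -0.66, which argues against such a trend as the cause. A difference between the clones stays open and was not tested further.

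In 4OHT clone 4 replicate 2, the sum of the Y-linked genes was 7.06% of the lowest other library, and each of the 4 genes was at 4.11 to 10.7% of its lowest value elsewhere. A pool of mostly female embryos is a candidate explanation. Xist, at 21.7 CPM, was not the highest there; 4OHT clone 8 replicate 1 had 62.0 CPM with a Y-linked sum of 51.6 CPM.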
